A study of Mus musculus with 8 samples.

How the data were processed

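Replication timing was measured in mouse embryonic stem cells of the JM8N4 line, as control, and in cells with a Klf4 enhancer deletion. Per the labels' protocols, cells were labelled with BrdU for 2 h and sorted by DNA content into early and late S-phase fractions. BrdU-labelled DNA of 40000 cells per fraction was immunoprecipitated and made into Illumina libraries. The 8 libraries were grouped by genotype from the labels, and a profile with its replicate number was matched to a group by its column name. The labels do not say whether replicates came from separate cultures or clones, so the spread between these profiles may be technical. The limma p-values and the SEs given below rest on a moderated spread, pooled in part over all features of a fit. The window from 63279806 had an SE of 0.356 with SDs of 0.041 in control and 0.014 in deletion cells. They therefore do not measure the spread of a single window, gene or region alone.

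The deposited values are timing scores, 1 column per profile, scaled to a common interquartile range by the authors per the file headers and name. The interquartile range over the chromosome was 4.60 in each of the 4 columns, while the medians were -0.79 and -0.37 in control 1 and 2 and -0.73 and -0.21 in deletion 1 and 2. The log base of the early to late ratio is not given in the sources used here, so scores are reported without a unit. The plan had assumed log2 ratios, and the same limma tests were run on the scores as deposited. Bowtie2, SAMtools, bedtools and the mm10 build are named in the submitters' processing notes, with no versions. Scores change little from one position to the next, as smoothed values do, and the smoothing method is not given in the sources used here. The sources do not say whether a position is the start or the end of its bin, and it was taken as the start.

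Of 31301 positions, 639 had no value in any profile and 3 had none in the deletion profiles alone. The remaining 30659 were analysed. Coordinates of genes came from a RefSeq table of the GRCm38.p6 assembly, the same build as mm10, with 1328 protein-coding genes on the chromosome, of which 1301 overlapped a measured position. A gene's score is the mean of the positions whose bins overlap it. The table gives no strand, and the side of Klf4 at higher coordinates was taken as its 5 prime side from general knowledge.

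Deletion and control profiles were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 per position, per 500 kb window and per protein-coding gene, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Early and late libraries of a profile counted as 1 replicate. Windows tiled the chromosome with 1 centred on Klf4. Single values were compared by exact two-sided permutation over the 4 profiles. A list's median difference was placed among 10000 random lists matched on mean timing, as a description. Differences relative to the chromosome had the median difference of all positions subtracted.

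The groups, tests, gene lists and most alternatives were fixed before the data were examined. The named genes were Klf4 and the protein-coding genes within 500 kb of it, and up to 4 members of each list, those with the 2 highest and 2 lowest differences. With fewer than 2 called runs of positions, the 5 windows per direction with the largest difference, among those where both deletion profiles lay on one side of both controls, were named with at most 3 genes each. The lists held pluripotency genes (9 of 10 names on the chromosome), differentiation genes (24 of 25), housekeeping genes (20 of 20), tandem clusters (95 genes) and genes within 1 Mb of Klf4. The region beside Klf4, median centring, median centring with the replicate block and the reading of positions as bin ends were chosen after seeing the data. Other alternatives were quantile normalization, each profile's own median and interquartile range, limma's trend and robust options, other window sizes and positions, 50 kb bins, leaving out the roughest 1% of bins, a minimum difference of 0.5, the replicate number as a block and leaving out each profile.

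The tests were checked on simulated profiles with the measured spread. Without a block, differences of 1, 1.5 and 2 were recovered in 0.5%, 23% and 83.5% of 200 changed positions among 30659, in 43.3%, 86.7% and 100% of 30 changed windows among 306, and in 40%, 89.5% and 100% of 200 changed genes among 1301. None of the differences of 0.5 was recovered in this fit. False calls at a difference of 1 were 0, 2 and 3 for positions, windows and genes. With the replicate number as a block, differences of 1 were recovered in 79%, 100% and 99% in the same order, with 13, 4 and 10 false calls. Differences of 0.5 were then recovered in 0.5%, 70% and 0%. The fit with the block takes the numbers as pairs, which the labels do not state. All these rates describe the simulated profiles. Whether they carry over to the deposited scores, which change little between adjacent positions, was not tested.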

Results

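Replication timing was measured by Repli-seq in mouse embryonic stem cells, in control JM8N4 cells and in cells that carried a deletion of an enhancer of Klf4, a gene for a transcription factor of naive pluripotency. Repli-seq labels newly made DNA with the nucleotide analog BrdU, sorts cells into an early and a late part of S phase and sequences the labelled DNA of each part. The 8 libraries form 4 timing profiles, each from 1 early and 1 late library, with 2 profiles per genotype. The deposited table holds timing scores for chromosome 4 of mm10 at steps of 5 kb, and 30659 positions had a score in every profile. Higher scores stand for earlier replication, a direction taken from gene density, which was 15.2 protein-coding genes per Mb where the mean score lay above 0 and 2.84 per Mb where it lay below 0. The table gives no read counts, so the depth behind the scores is unknown. The question addressed here was whether loss of the enhancer goes with another replication time at Klf4 or elsewhere on the chromosome.

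Across the chromosome both genotypes had closely similar profiles. Positions with a score above 0 made up 45.6% ± 1.88 of the chromosome in control (SD, n = 2) and 46.1% ± 2.38 in deletion cells (SD, n = 2). That difference of 0.509 percentage points was smaller than the spread between replicates (exact two-sided permutation p = 0.667, where 2 profiles against 2 cannot give a p below 0.333). Its direction changed with single profiles left out. It was -0.817 points without control replicate 1 and -1.18 without deletion replicate 2. It was 1.84 without control replicate 2 and 2.19 without deletion replicate 1. Within both replicate numbers the deletion share was higher, at 44.39% against 44.24% in number 1 and 47.76% against 46.9% in number 2. Pearson correlations across positions, which are not independent replicates, were 0.980 between the control profiles and 0.970 between the deletion profiles. Profiles with the same replicate number were closer to each other, at 0.989 for number 1 and 0.984 for number 2, and those with different numbers and genotypes were at 0.967 and 0.975. The median difference of all positions, deletion minus control, was 0.16, and differences are also given relative to that shift.

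Klf4 lies at chromosome 4, 55527137 to 55532475, near the edge of an early-replicating domain, and the next protein-coding gene at higher coordinates, Actl7b, starts 1208 kb away. Over the gene itself the score was 2.48 ± 0.34 in control and 2.33 ± 0.79 in deletion cells (SD, n = 2 each), with a difference of -0.47 between the number 1 profiles and of 0.16 between the number 2 profiles. Over the 500 kb centred on Klf4 it was 1.96 ± 0.45 in control and 1.41 ± 0.59 in deletion cells (SD, n = 2 each). The difference of that window was -0.55 (SE 0.40), or -0.70 relative to the chromosome, and it was -0.64 between the number 1 profiles and -0.45 between the number 2 profiles. Of the 306 windows that tile the chromosome it had the rank 3 from the lowest difference, a percentile of 0.656 that describes these profiles alone. The difference did not pass the test without the replicate number as a block (limma, adjusted p = 0.983, and exact two-sided permutation p = 0.667). It passed with that block, an alternative fixed beforehand (limma, adjusted p = 0.0133), but the labels do not say that the numbers are pairs. The size of the difference changed with single profiles left out. It was -0.13 without deletion replicate 1, -0.23 without control replicate 2, -0.87 without control replicate 1 and -0.96 without deletion replicate 2. Each such comparison leaves the replicate numbers uneven between genotypes. The window scored 1.63 and 2.28 in control 1 and 2, and 0.99 and 1.82 in deletion 1 and 2. These changes therefore mix genotype with number.

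Each side of the gene was also measured on its own. Over the 100 kb at lower coordinates the deletion profiles differed from control by 0.22, or 0.07 relative to the chromosome, with -0.08 between the number 1 profiles and 0.53 between the number 2 profiles, so its sign was not the same within both numbers. Over the 100 kb at higher coordinates the difference was -1.02, with -1.23 between the number 1 profiles and -0.81 between the number 2 profiles. At 3 adjacent positions, 55465000, 55470000 and 55475000, both control profiles had scores and neither deletion profile had one. These positions start 62.1, 57.1 and 52.1 kb below the start of Klf4. The labels give no coordinates of the enhancer deletion, so whether these positions are the deleted segment was not tested. Rad23b, which encodes a nucleotide excision repair factor, and Zfp462, which encodes a zinc finger protein, are the other protein-coding genes within 500 kb and lie on the lower-coordinate side. Rad23b scored 2.99 ± 0.29 in control and 3.08 ± 0.37 in deletion cells, a difference that turned negative after median centring or quantile normalization, and Zfp462 scored 2.45 ± 0.12 and 2.73 ± 0.21 (SD, n = 2 each). Neither passed the test (limma, adjusted p = 0.999 for both).

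**Figure D1:**
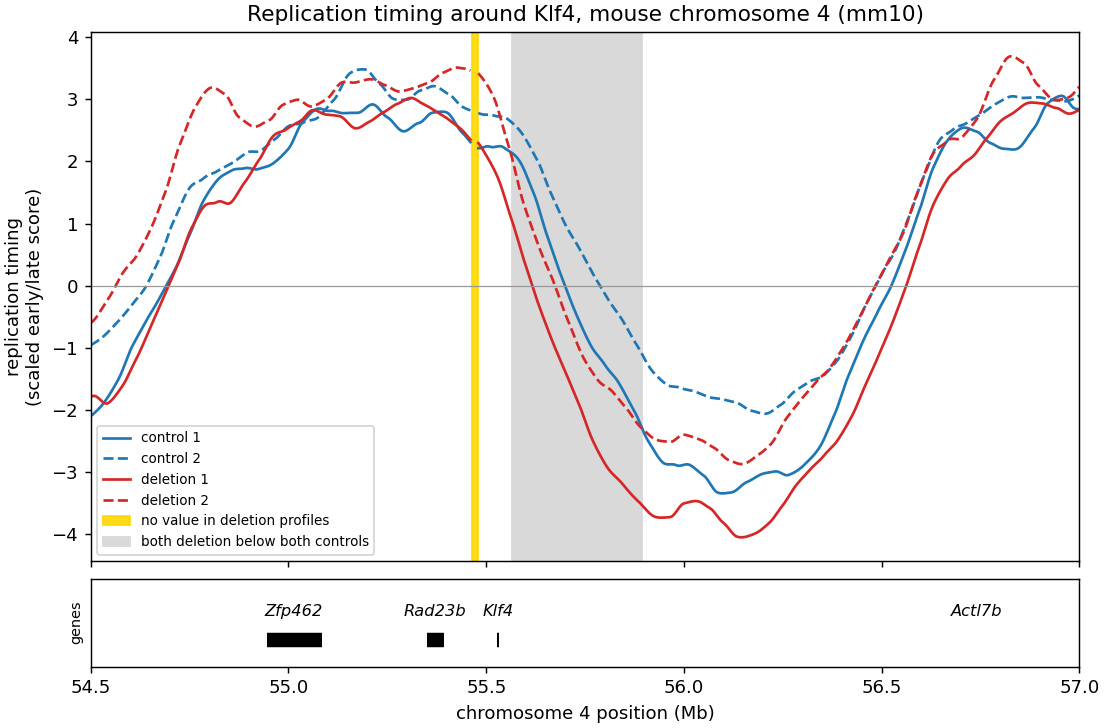
Timing score (vertical axis, no unit, higher is earlier) against position on chromosome 4 in Mb for the 4 profiles, with genes below. Yellow marks the 3 positions without a score in the deletion profiles, and grey marks 55565000 to 55894999, where both deletion profiles lay below both control profiles.

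A region beside Klf4 was singled out after its values were seen, as the unbroken run of positions around the lowest difference of the chromosome in which both deletion profiles lay below both control profiles. It spanned 55565000 to 55894999, 330 kb, and started 32.5 kb above the end of Klf4. Its upper end is where the genotypes begin to overlap, not where the difference stops. The difference was -1.18 at 55900000, -0.74 at 56200000 and -0.18 at 56300000. Over the region the score averaged 0.28 ± 0.68 in control and -1.12 ± 0.75 in deletion cells (SD, n = 2 each). The region's difference was -1.40 (SE 0.43), or -1.55 relative to the chromosome. It was -1.45 between the number 1 profiles and -1.35 between the number 2 profiles. No protein-coding gene overlaps the region, and the long noncoding RNA genes Gm12506 and Gm12511, named after their place was seen, do. At its lowest position, 55785000, the scores were -1.15 and 0.03 in control and -2.70 and -1.54 in deletion cells, a mean difference of -1.56. The choice of the region fixed its exact permutation p at the smallest possible value, so that p says nothing more, and p-values from limma for it are too small for the same reason. The limma adjusted p was 0.983 without the replicate number as a block, and the fit with it is given below. Without deletion replicate 2 the difference was -1.93, and without deletion replicate 1 it was -0.87. Both values mix genotype with replicate number, because the numbers are then uneven between genotypes.

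**Figure D2:**
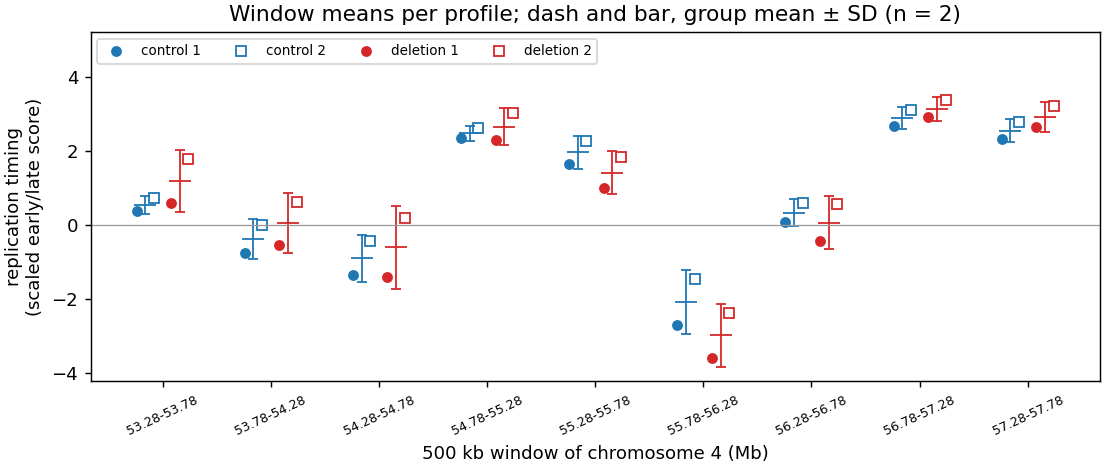
Mean timing score (vertical axis, no unit) of each profile in 9 windows of 500 kb around Klf4 on chromosome 4, with group mean and SD (n = 2). In the window from 55779806 the control profiles sit at -2.69 and -1.47 and the deletion profiles at -3.58 and -2.39, and in all 9 windows the profiles of the 2 genotypes overlap.

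Along the whole chromosome, windows earlier in both deletion profiles than in both controls held Bnc2, which encodes a zinc finger protein, Ptgr1, Dnajc6, Ptbp3 and Ttc39a. The window from 84279806, which holds Bnc2, scored 0.96 ± 0.49 in control and 1.74 ± 0.58 in deletion cells. That from 58779806, with Gng10, Dnajc25 and Ptgr1, scored 1.06 ± 0.26 and 1.75 ± 0.30 (SD, n = 2 each). Those from 101279806 (Dnajc6, Ak4, Leprot), 59279806 (Ptbp3, Hsdl2, Susd1) and 109279806 (4930522H14Rik, Rnf11, Ttc39a) differed by 0.64, 0.56 and 0.55. These differences were 0.16, 0.27 and 0.34 between the number 1 profiles and 1.12, 0.85 and 0.77 between the number 2 profiles. Windows later in both deletion profiles than in both controls were those from 130779806 (Matn1, Laptm5, Sdc3), at 1.58 ± 0.36 and 1.02 ± 0.42, 95279806 (Fggy), at -0.60 ± 0.16 and -1.06 ± 0.35, and 131279806 (Ptpru), at -0.30 ± 0.29 and -0.64 ± 0.16 (SD, n = 2 each). Within the window from 130779806, Sdc3 scored 3.30 in both genotypes, and Matn1 and Laptm5, at differences of -0.33 and -0.32, overlapped between genotypes. The scores of the Bnc2 gene also overlapped, at 1.11 in control 2 and 1.08 in deletion 1. Ptpru itself replicated early, at 2.57 in control and 2.33 in deletion cells. The window from 152779806, which holds no protein-coding gene, and that from 41779806 (Fam205a4, Gm13304, Gm20878) differed by -0.32 and -0.31. The direction of these 10 windows was the same after quantile normalization and after median centring.

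None of these windows passed the test without the replicate number as a block. For the fit with it, only the total numbers of called windows are given below, not the results of these named windows. By limma, 0 of 306 windows were called, with 0 at an unadjusted p under 0.05, and 0 of 30659 positions, with 299 at an unadjusted p under 0.05, which is 0.975% of them. These shares are smaller than a test at 0.05 gives by chance alone when its spread matches the data. Without the block, differences between the replicate numbers count as spread within genotype. The lack of calls therefore does not show absence of change. Both deletion profiles lay above both controls in 42 windows (13.7%) and below them in 13 (4.25%), where chance gives 16.7% each way for exchangeable profiles. These counts carry the shift of 0.16 in the deposited scores, and profiles with the same number were closer to each other than to the others. The lowest window difference was -0.90, from 55779806, next to the window centred on Klf4, and the highest was 0.81, from 83779806 (limma, adjusted p = 0.983 for both). The genotypes overlapped in both windows. The lowest difference was -0.89 between the number 1 profiles and -0.92 between the number 2 profiles. The highest was 0.48 and 1.13 in the same order. Of single positions the lowest difference was -1.56, at 55785000, and the highest 1.25, at 106235000. With deletion replicate 2 left out, positions in the region beside Klf4 were called later, in a fit that mixes genotype with replicate number.

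**Figure D3:**
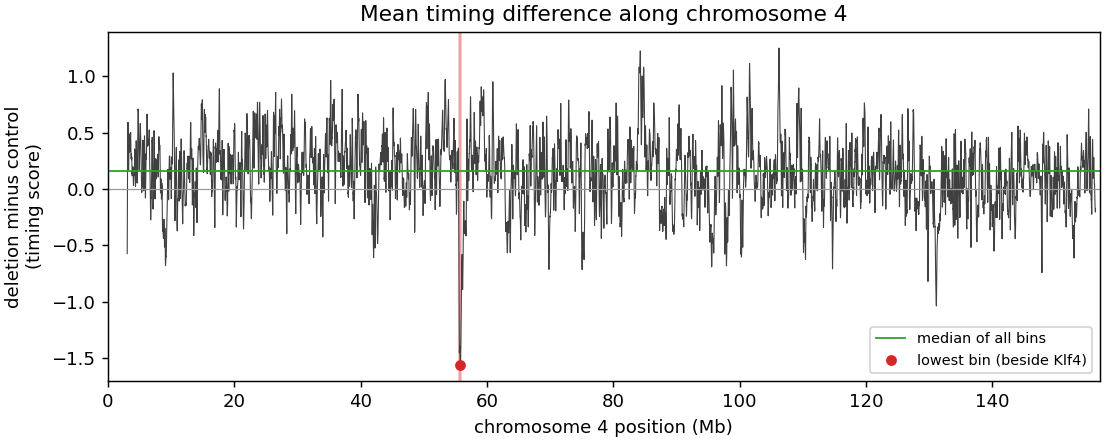
Timing score in deletion minus control profiles (vertical axis, mean of 2 profiles each, no unit) against position on chromosome 4 in Mb, with the median of all positions as a green line. The lowest point, -1.56 at 55785000, lies in the red band, which marks the region beside Klf4, and the highest is 1.25 at 106235000.

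Genes of the preset pluripotency list replicated early in both genotypes, apart from Zfp352. Of the 9 measured members of this list, 8 had a score above 0 in every profile, and the list median was 2.48 in control and 2.59 in deletion cells. Id3, an inhibitor of basic helix-loop-helix factors, scored 2.66 ± 0.04 in control and 2.41 ± 0.15 in deletion cells, and Klf17, a relative of Klf4, scored 3.01 ± 0.19 and 3.46 ± 0.47 (SD, n = 2 each). The Id3 difference was -0.25 as deposited, -0.44 after quantile normalization and -0.36 after median centring. Zfp352 replicated late, at -2.70 ± 0.15 and -2.12 ± 0.25 (SD, n = 2 each). By limma, 0 of the 9 genes rose, 0 fell and 9 did not pass the test, with 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. The list's median difference of 0.27 lay at percentile 95.7 among 10000 random lists of equal size and like timing. It was 0.12 relative to the chromosome, 0.12 after quantile normalization and 0.16 after median centring.

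Among 24 genes of differentiation, 17 were early and 7 late in every profile. Ror1, a Wnt receptor, scored -1.13 ± 0.53 in control and -1.52 ± 0.58 in deletion cells, and Nfia, a nuclear factor I transcription factor, -1.68 ± 0.38 and -2.07 ± 0.24 (SD, n = 2 each). Wnt4, a signalling ligand, and the forkhead factor gene Foxj3 differed by 0.39 and 0.55. All 20 housekeeping genes were early in every profile. Rpl22, a ribosomal protein gene, and the deacetylase gene Hdac1 differed by -0.22 and -0.08, and Txn1 (thioredoxin) and Psmb2 (a proteasome subunit) by 0.50 and 0.58. The Rpl22 difference was -0.40 after quantile normalization and -0.33 after median centring, and that of Hdac1 was -0.24 and -0.19 in the same order. As deposited, Hdac1 differed by 0.01 between the number 1 profiles and by -0.17 between the number 2 profiles, so its sign was not the same within both numbers. The median differences of these lists, 0.08 for differentiation and 0.07 for housekeeping, were negative after median centring and after quantile normalization, and their percentiles among random lists were 9.05 and 23.1. By limma, 0 genes of either list passed the test, over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05.

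Tandem gene clusters were split between early and late replication. Among their 95 measured genes, 37 were early and 47 late in every profile. The control medians were -2.23 for 22 Mup genes (major urinary proteins), -2.23 for 3 Oog genes, -2.19 for 24 Prame family genes, -0.70 for 8 Cyp4a genes (fatty acid hydroxylases), 0.71 for 14 interferon alpha genes and 2.47 for 24 olfactory receptor genes. The deletion medians of these families were -2.10, -1.88, -2.01, -0.58, 0.99 and 2.59 in the same order, and the difference of the Prame family turned negative after quantile normalization. Pramel22 and Pramel21 both differed by -0.43, Ifna1 by 0.62 and Olfr270 by 0.69. Ifna1 differed in opposite directions within the replicate numbers, by 1.34 in number 1 and by -0.10 in number 2. By limma, 0 of the 95 genes passed the test, over all genes or adjusted over the list alone, with 0 at an unadjusted p under 0.05. The list's median difference was 0.20, or 0.04 relative to the chromosome, 0.04 after quantile normalization and 0.09 after median centring. As deposited it lay at percentile 98.4 among random lists. These genes are neighbours that share smoothed scores while random lists scatter over the chromosome, so that percentile is overstated. The 3 genes within 1 Mb of Klf4, Klf4, Rad23b and Zfp462, had a median difference of 0.09, which was negative after median centring or quantile normalization, at percentile 43.4, with 0 past the test by limma, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Over all 1301 measured genes limma called 0, with 17 at an unadjusted p under 0.05, which is 1.31% of them. As for the windows, the lack of calls among genes and lists does not show absence of change.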

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

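Median centring, alone or with the block, and every test of the region beside Klf4 were chosen after the result was seen. With the replicate number as a block, limma called 785 positions (640 earlier, 145 later in deletion) and 26 windows (21 earlier, 5 later), against 0 without it. Of the 145 later positions, 102 lay within 1 Mb of Klf4, and all 66 positions of the region beside Klf4 were called. With the block and median centring as well, limma called 715 positions (405 earlier, 310 later) and 20 windows (11 earlier, 9 later). Under the block the 500 kb around Klf4 differed by -0.546 (adjusted p = 0.0133), and by -0.657 with centring as well (adjusted p = 3e-04). The region beside Klf4 differed by -1.40 (adjusted p = 1.75e-14) and by -1.51 (adjusted p = 0.000405), with p too small because the region was picked on these values. Same-numbered profiles deviated together (r = 0.637 across positions), but with 2 pairs and no label of a shared day the numbers were not taken as pairing. No preset gene was called with quantile normalization, own scaling, centring, the block, 100 kb around each gene, positions as bin ends or any profile left out.

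The Klf4 difference was 0.221 over the 100 kb at lower coordinates, the reverse of the whole window, but -0.083 within number 1 and 0.525 within number 2, so it was not a reversal within both numbers. It stayed negative at all other window sizes, summaries and scalings tried. The Klf4 window ends at 55779805 and so reaches into the region beside Klf4, and the 2 results share those positions. The difference was 0.33 at 55300000 and 0.18 at 55500000, but -1.31 at 55600000 and -1.51 at 55750000. The negative value of the window thus came from its higher-coordinate side. Why the sides differ was not tested. Leaving out each profile gave 0 to 57 called positions, with 57 without deletion replicate 2, -0.961 to -0.131 for the Klf4 window and -1.93 to -0.867 for the region. A lone profile was assumed to vary like the other group's. Over all settings the adjusted p ran from 3e-04 to 0.999 for the Klf4 window and from 1.75e-14 to 0.999 for the region. Depth is unknown, so its limit on these scores could not be set.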

Other observations

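The edge of the early domain beside Klf4, where the score crosses 0, lay at 55699181 and 55787464 in control 1 and 2 and at 55616424 and 55673905 in deletion 1 and 2. The length of the early side in deletion minus control cells was -82.8 kb within number 1 and -114 kb within number 2, against a median absolute shift of 20.2 kb over the 74 transitions matched in all profiles. Among runs of positions with both deletion profiles on one side of both controls, ranked by mean difference times length after their values were seen, the next lowest after the region beside Klf4 was 130975000 to 131234999 (mean difference -0.82), and the 2 highest were 58865000 to 59354999 (0.74) and 109030000 to 109574999 (0.61).

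The test of smoothing was chosen after the later timing beside Klf4 was seen. Smoothing across the 3 positions without values would reach both sides of them, yet over the 100 kb below them the lower of the within-number relative differences was -0.089. Ordinary spread of transitions stays open: 2.70% of transitions moved as far as the one beside Klf4 with the scores as deposited and 4.23% after quantile normalization, under the 5% set beforehand, but the share was 5.88% at a crossing level of -1, 11.1% at a level of 1 and 11.2% after median centring. Asking for a share under 5% at every setting was decided after these shares were seen. Loss of the enhancer, the difference the design names, also stays open and was not tested, and neither were other differences between the control and deletion cells.

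Of the 3 ways to split the profiles into pairs, number 2 against number 1 called 5037 positions by limma (4664 earlier, 373 later in number 2), deletion against control 0 and the crossed split 0, which restates in counts what the correlations showed. After median centring the split by number called 2458 positions (228 earlier, 2230 later in number 2), so the balance depends on the centring. What the numbers share is not given in the labels used here, and no biological explanation was tested.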
